A study of Sus scrofa with 9 samples. Its data were reported in "Tissue-Specific Expression and Regulatory Networks of Pig MicroRNAome" (2014).

How the data were processed

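The series mapped the 5′ ends of pig (Sus scrofa) microRNAs (miRNAs), short RNAs that repress messenger RNAs. The assay was RAKE, in which a nucleic acid bound to an array probe is extended by Klenow polymerase only if its 3′ end pairs fully with the probe. Small RNA of 20 tissues from 3 pigs aged 12 months was pooled in equal amounts. The amount differs between the labels and the methods, and entered no calculation. It was given a poly(A) tail and reverse-transcribed, so that the 3′ end of each cDNA copied the 5′ end of its miRNA. The cDNA was hybridized to a CombiMatrix array carrying tiling paths of 16 probes shifted by a single nucleotide, extended with biotinylated dATP and stained with Cy3-streptavidin. The same pool was hybridized 3 times, and each hybridization was scanned at low, medium and high PMT (the photomultiplier setting of the scanner), which gave 9 scans in 3 groups of 3. Hybridizations were technical replicates of 1 RNA pool, so p-values of limma and of the scan medians measure technical spread, and no p-value measures spread between animals.

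The deposited values were linear Cy3 intensity per probe, which the authors quantized from 16-bit images with the CombiMatrix imager software. Neither a background subtraction nor a scaling between scans is given in the sources used here. All values were multiples of 0.5 and none was below 0. Medians differed between scans and every scan reached the top of the 16-bit scale, so a probe at that ceiling had only a lower bound. The table held 12544 probes per scan under numeric IDs, and 0 columns were left unused. The files used here do not pair the IDs with a precursor, a tiling path or a position. The counts of responding probes within paths, their position in the path, the comparison of precursor classes, the lists of tissue-enriched miRNAs and the comparison with control probes were therefore not analysed here.

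Groups were taken from the sample labels, and the tests, alternatives and rule for named probes were fixed before the data were examined, except where stated. Gain between settings was tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3) on log2 intensity of all 9 scans, without scaling between scans, two-sided, with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. Departures from the common gain were tested in the same way after subtracting the median of each scan. A probe was called above background when its log2 intensity was over the median of the scan plus 3 scaled median absolute deviations in all 3 hybridizations of a setting. Agreement was described by Pearson's r, Spearman's rho and the SD over hybridizations, across probes, which are not independent replicates. The precision of all of these is limited by the 3 hybridizations. All 9 sample labels end in the same number, and the methods state that arrays were stripped and used again. The hybridizations may thus share a single array, whose differences between probes would then be common to all 3.

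The replicate number in the labels was taken to join scans of the same hybridization at different settings. Residuals from the group means correlated at 0.919 to 0.971 in the 9 pairs of scans with the same number, and at -0.804 to 0.0831 in the 18 pairs with different numbers. A fit with the hybridization as a block was therefore set beside each result whose count it moved. The rule for named probes without names asked for the 10 with the highest mean at medium PMT and the 5 largest departures on each side. At most 2 IDs per side are printed because the IDs carry no name, and the 75 probes at the ceiling in all 3 medium PMT scans have no order among them, so no brightest probes are named. The IDs printed for the largest lower departures belong to these 75.

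Scripts were tested on simulated data. For the departures between high and low PMT over 12544 simulated probes, the fit without the block recovered 0% of departures of 0.5 (log2), 71.6% of those of 1 and 100% of those of 2, with 0 false calls. The blocked fit recovered 100% at each size, with 13 false calls. The simulated scans had no ceiling and no offset. Probes called by the blocked fit in the real scans had median departures of 0.15 on the higher side and -0.27 on the lower side. Both are smaller than any simulated departure, so these rates do not carry over to the real calls. For the order of the IDs, the bootstrap found all 200 probes raised in 200 simulated groups of 16. Each raised probe stood alone, far above unrelated probes, whereas real neighbouring probes had similar intensities. This rate therefore does not carry over to the real groups.

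The order of the IDs was examined after the values were seen. Pearson's r of log2 intensity was computed between probes at each distance in ID, and tested by a two-sided permutation test with 100000 shuffles of the IDs (Python 3.11.15, numpy 2.4.6, scipy 1.17.1), with Benjamini-Hochberg adjustment over 7 distances. Runs of consecutive IDs above background were compared with 1000 shuffles. Alternatives were normexp background correction with an offset of 50, filters on dim probes and on probes at the ceiling, quantile normalization, the 75th percentile, other background levels, the hybridization block and each hybridization left out in turn.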

Results

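Intensities of 12544 probes were measured in 9 scans, made of 3 hybridizations of cDNA from the pooled pig tissues, each read at 3 PMT settings. The median intensity was 616 ± 250 at low PMT, 971 ± 347 at medium PMT and 1811 ± 766 at high PMT (mean ± SD, n = 3). Hybridization 1 was the dimmest at each setting, with medians of 358.5, 605 and 939.75, against 858.5, 1295 and 2378 in hybridization 3. Probes carried no names, so levels are described for groups of probes, and no probe's level is set against that of another sequence.

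**Figure D1:**
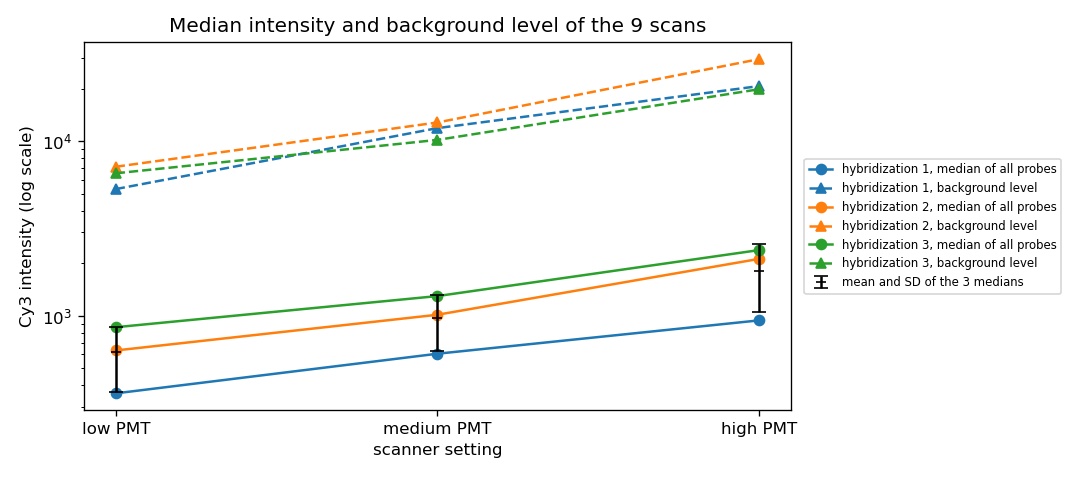
Median Cy3 intensity of all probes (circles) and background level (triangles) of each scan, on a log axis, by PMT setting, with lines joining the scans of a hybridization and black bars for the mean and SD of the 3 medians. The background level is the median of all probes of a scan plus 3 scaled median absolute deviations. Medians ran from 358.5 in the low PMT scan of hybridization 1 to 2378 in the high PMT scan of hybridization 3.

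The first question was which probes stood above the background level in every hybridization. At medium PMT, 440 probes (3.51%) were above background in all 3 hybridizations, where 1.28 would be found if the hybridizations were independent. The same RNA pool met the same probe sequences each time, so independence could not hold. The excess over 1.28 is therefore no test of which probes carried miRNA signal. Of the 780 probes above background in at least 1 hybridization, 56.4% were above it in all 3. The count was 482 at low PMT and 404 at high PMT. The 404 probes of high PMT were above background at all 3 settings, and 482 probes were above it at 1 setting or more. The background level was a cut on the intensities of all probes, bright ones included, and not a measurement on control probes. It rose with the setting, from 6339 ± 931 at low PMT to 23403 ± 5377 at high PMT (n = 3). A level of 2 scaled median absolute deviations in place of 3 gave 937 probes, and a level of 5 gave 0 because it lay over the ceiling in the medium PMT scans of hybridizations 1 and 2.

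Probes above background lay next to each other in ID. At medium PMT runs of consecutive IDs among the 440 probes held a mean of 3.08 probes, against 1.04 in 1000 shuffles, where the highest mean was 1.07. Single probes made up 56 of the runs, 45 runs held 2 or 3 probes and 42 runs held 4 or more. The longest run held 13 probes, while the longest in any shuffle held 4. Runs of 4 or more held 278 probes, or 63.2% of those above background.

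**Figure D2:**
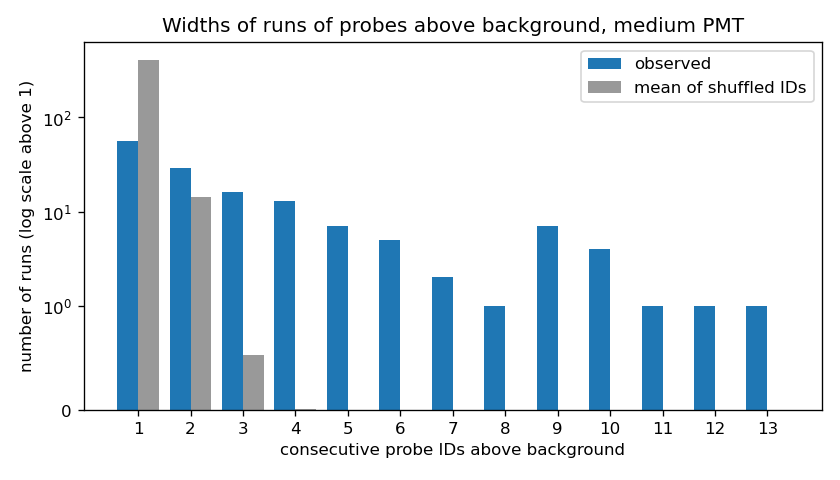
Number of runs of consecutive probe IDs above background at medium PMT (vertical axis, log scale above 1) by the number of probes in the run, as observed and as the mean of 1000 shuffles of the IDs. Observed runs reach 13 probes, and the longest run in any shuffle held 4.

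Across all probes, the log2 intensity averaged over the 3 hybridizations at medium PMT correlated at r = 0.768 between probes 1 ID apart, with an adjusted permutation p of 2.3e-05 over 7 distances, from the smallest unadjusted p that 100000 shuffles can give, 1e-05. At 8 IDs apart r was 0.218 and at 12 IDs apart it was 0.0479, each with the same adjusted p. At 14 IDs apart r was 0.0181 (permutation p = 0.04, adjusted 0.058), at 15 IDs 0.00888 (permutation p = 0.3, adjusted 0.37) and at 16 IDs -0.00108 (permutation p = 0.9, adjusted 0.9). The value at 16 IDs depended on the processing: the mean r of the 3 hybridizations was 0.0223 with ranks and 0.0369 without probes at the ceiling in any scan, both above the upper limit of shuffled values, 0.0175. At 112 IDs apart r was 0.0353 (permutation p = 9e-05, adjusted 0.00016). This distance would be the side of the array if it were square, but the sources used here do not give the layout. The first distance inside the central 95% of shuffled values was 15 IDs at each of the 3 settings. Of the 44 distances beyond 16 and up to 60 IDs, 30 were outside that range at medium PMT, with a lowest r of -0.0276 ± 0.0126 at 26 IDs and a highest of 0.0667 ± 0.0119 at 56 IDs (mean ± SD of 3 hybridizations). These distances were chosen after the values were seen, and probes are not independent replicates. The shuffles removed the correlation of neighbours, so the permutation p tests only whether intensity is unrelated to the order of the IDs. At larger distances the shuffled range is too narrow. Values a little outside it, as at 112 IDs, need not show a link at that distance.

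**Figure D3:**
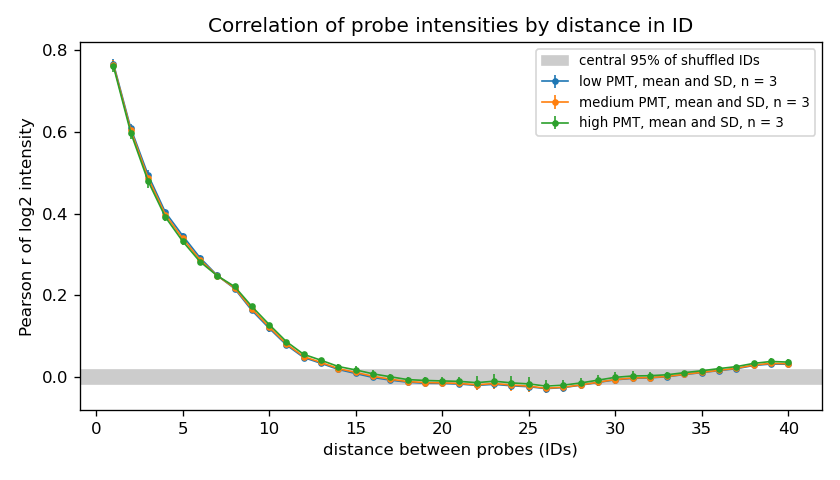
Pearson's r of log2 intensity (vertical axis) between probes at each distance in ID (horizontal axis), as mean and SD of 3 hybridizations for each PMT setting, with the central 95% of values from shuffled IDs in grey. The curves of the 3 settings enter the grey band at a distance of 15 IDs and lie outside it again at some larger distances.

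The hybridizations were repeated to show how reliably the probes respond. At medium PMT, Pearson's r across probes was 0.955 between hybridizations 1 and 2, 0.937 between 1 and 3 and 0.975 between 2 and 3, and Spearman's rho was 0.942, 0.925 and 0.971. After the median of each scan was subtracted, the median SD of a probe over the 3 hybridizations was 0.23 on the log2 scale. Without hybridization 1 it was 0.14. Over the 3 settings within a hybridization it was 0.07, 0.05 and 0.04. Among the 440 probes above background, which span a narrower range of intensities, the mean r was 0.773. Probes were also split by intensity into 5 groups, from dim to bright. In groups 2, 3 and 4, r was 0.047, -0.012 and 0.125 between hybridizations 1 and 2. It was -0.032, -0.182 and 0.018 between 1 and 3, and 0.475, 0.311 and 0.577 between 2 and 3. In groups 1 and 5 it ran from 0.836 to 0.940. Each group also spans a narrower range of intensities. The groups were cut on the mean of the same 3 scans, which nearly fixes that mean within a narrow group and pulls r between scans downward. Neither these low values nor the r across all probes thus tell how well probes of middle intensity agreed. With each scan centred on the median of the group, the median SD was 0.15, 0.16, 0.21, 0.19 and 0.28 (log2) in groups 1, 2, 3, 4 and 5. After median scaling, hybridization 1 had 580 probes that differed at least 2-fold from both others in the same direction, of which 452 were higher, against 107 probes for hybridization 2 and 85 for hybridization 3. The direction depended on the scaling, with 26 higher and 2452 lower in hybridization 1 without scaling, 246 and 272 with the 75th percentile and, with quantile normalization, 122 higher and more than that lower.

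Settings were compared to learn how the scanner extended the dynamic range. Intensity at high PMT was 2.91 ± 0.37 times that at low PMT (median over probes, mean ± SD, n = 3), with 2.64, 3.32 and 2.76 in hybridizations 1, 2 and 3. The step from low to medium PMT was 1.60 ± 0.10 times and that from medium to high PMT 1.82 ± 0.26 times. Between high and low PMT, 10238 probes were higher at an adjusted p under 0.05 in limma and 0 were lower, with a median difference of 1.53 (log2, median SE 0.47). limma called 0 probes between medium and low PMT and 0 between high and medium PMT, where 1520 and 3286 had an unadjusted p under 0.05. With the hybridization as a block, limma called 12417, 12400 and 12480 probes for medium against low, high against medium and high against low PMT, all higher at the stronger setting. The medians of the scans differed between high and low PMT with an exact permutation p of 0.1, the smallest that 3 scans against 3 can give, and with 0.3 for each of the other steps. This permutation ignored the pairing of scans by hybridization. Within hybridizations 1, 2 and 3 the median log2 difference was 0.77, 0.68 and 0.59 from low to medium PMT. From medium to high PMT it was 0.63, 1.05 and 0.87, so each step was upward in every hybridization. Without hybridization 2, or without hybridization 3, limma called 0 probes between high and low PMT.

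The ceiling of the 16-bit scale limited the brightest probes. At low PMT 0.159%, 0.646% and 0.901% of probes were at the ceiling in hybridizations 1, 2 and 3, and at high PMT 1.16%, 1.85% and 1.87% were. Of those at the ceiling at high PMT, 86.2%, 65.1% and 51.9% were below it at low PMT in the same hybridization. In all, 20 probes were at the ceiling in all 9 scans and 262 in at least 1.

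Between high and low PMT, limma without a block called 0 probes as departing from the common gain, with 349 at an unadjusted p under 0.05. It called 131 without hybridization 1 and 110 among the 736 probes above background in at least 3 scans, all of them lower. The largest values on the higher side were 0.44 (log2, SE 0.74) for probe 3314 and 0.39 (SE 0.45) for probe 9500, neither past the threshold. Single hybridizations decided both values: probe 3314 ran from 0.18 without hybridization 2 to 0.57 without hybridization 1, and probe 9500 from 0.09 without hybridization 2 to 0.68 without hybridization 3. On the lower side, probes 1720 and 1722 were among 20 tied at -1.54 (SE 0.46), which were those at the ceiling in all 9 scans, so that their change could not be measured. With the hybridization as a block, limma called 1130 probes, of which 227 gained more than most and 903 gained less. Of the 903, 682 (75.5%) were in the dimmest 25% of probes at low PMT and 117 (13.0%) were at the ceiling in a high PMT scan. Of the 227, 176 were in the brightest 25% and 0 at the ceiling in a high PMT scan. Without hybridization 1, 2 or 3 the blocked fit called 10, 1 and 30 higher and 411, 149 and 710 lower. The split between sides also depended on the background and the scaling. With normexp background correction the blocked fit called 1897 higher and 3010 lower, and with the minimum of each scan subtracted 0 higher and 99 lower. With the 75th percentile in place of the median, the blocked fit called 26 higher and 2217 lower, and with quantile normalization it called 0 (1896 at an unadjusted p under 0.05).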

Values the study reported

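With its bootstrap over tiling paths, the study reported 2,120 responsive probes for 5′ ends at 65% significance and 240 more at 58%, or 2,360 in all. From the arrays for both ends it reported 1,459 candidate miRNA sequences in 1,102 hairpins.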

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

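The combinations of the block with a further choice and the alternatives for the ID order were chosen after the results were seen. The counts of probes differing at least 2-fold in a hybridization, with their scalings, were not among the planned tests either. The median gain kept its direction and moved by less than its spread under all 8 alternatives of each step, from 1.43 to 1.60 (log2) for high against low PMT. The block cannot move it in this balanced design. Leaving out 1 hybridization can hardly move it by more than the spread over hybridizations, so these alternatives were no test of it. Counts of probes past the threshold moved more. The hybridization block called 99.0% of probes for medium against low and 98.9% for high against medium PMT, where limma without it called 0, and 99.5% against 81.6% for high against low PMT. Among the 736 probes above background in at least 3 scans, limma called 9.78%, 14.4% and 60.1% for medium against low, high against medium and high against low PMT. With 1 hybridization left out the shares ran from 0 to 0, 0 to 87.1% and 0 to 97.6%, and 87.1% was reached without hybridization 1.

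For departures from the common gain the block gave 1130 probes, 4907 with normexp added, 1427 without probes at the ceiling, 99 with the minimum of each scan subtracted and 2243 with the 75th percentile. Without the block, the 736 brighter probes gave 110, and leaving out hybridization 1 gave 131. Blocked fits without hybridization 1, 2 and 3 gave 421, 150 and 740, and those without a block ran from 0 to 131. The ceiling and a constant offset are weighed below for the calls of the blocked fit, and no other cause was tested for these counts. Mean r at medium PMT was 0.773 among probes above background and 0.937 to 0.975 with 1 hybridization left out, the highest without hybridization 1, when the median SD fell from 0.23 to 0.14 (range 0.14 to 0.27). Probes above background numbered 937 at 2 scaled median absolute deviations, 0 at 5, and 443 to 516 with 1 hybridization left out. The correlation of probes 1 ID apart ran from 0.739 to 0.771, and that of probes 16 IDs apart from -0.00121 to 0.0369, outside shuffled values under 2 of 8 alternatives. Alternatives for results that need tiling paths or probe names were not run. The median SD was 0.15 (log2) in the dimmest 20% of probes and 0.28 in the brightest 20%, and probes at the ceiling have only a lower bound.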

Other observations

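The tests below were chosen only after the result was seen, except the comparison of hybridizations within blocks of IDs and the lower calls after subtracting the minimum of each scan, whose expected outcomes were set down before they were run. For the latter, the size of the departures was added as a criterion after the calls were seen. The counts over other splits of the scans were planned, and their expected outcomes were written after the counts had been seen. No biological explanation was tested, because the design holds 1 RNA pool and its groups are scanner settings.

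Neighbouring IDs had similar intensities. A surface mark or gradient would also link probes a row apart, if the IDs ran row by row over the array. The highest r at any distance from 40 to 1000 IDs was 0.0635, at 56 IDs, against 0.768 at 1 ID. That argues against such marks as the main source only for IDs placed in rows of those lengths. The layout is not given in the sources used here, so surface marks stay open. That the IDs follow tiling paths of 16 overlapping probes stays open. At 16 IDs apart r was within shuffled values (-0.00108), but beyond them with ranks (0.0223) and without probes at the ceiling (0.0369). The shuffles moved single IDs and so removed the correlation of neighbours, which widens the spread of r at larger distances. The shuffled range therefore cannot decide whether the IDs follow such paths. Probe sequences, which would decide this, were not used here.

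Hybridization 1 stood apart from the others. An offset or gain common to a scan leaves ranks in place, yet rho for hybridizations 2 and 3 was 0.0286 above the higher rho with hybridization 1. A defect in 1 part of the ID range is also argued against, since hybridizations 2 and 3 had the highest rho in 8 of 8 blocks of IDs. Target left from an earlier use of a stripped array could also add signal, with 452 probes at least 2-fold higher in hybridization 1 after median scaling but 26 without scaling. The methods of the study state that stripped arrays were scanned and showed no fluorescence, which speaks against this, but those scans were not used here and the labels give no order of the hybridizations, so it stays open.

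The blocked departures between high and low PMT had different parts. Of the 903 probes that gained less, the 117 in the brightest 25% were all at the ceiling in a high PMT scan, consistent with saturation. The ceiling is argued against as the cause of all lower calls, since the blocked fit without probes at the ceiling still called 1084 lower. A constant offset in each scan may account for part of these. Subtracting the minimum of each scan removed 75.6% of the mean excess of bright over dim gain (ratio 1.15 ± 0.10 before and 1.04 ± 0.05 after, n = 3), and left 13 of 786 lower calls that were not at the ceiling. Their median departure went only from -0.25 (median SE 0.05) to -0.18 (0.06), with 768 still below 0. Many calls thus ended at the threshold while most of the departure remained, so an offset as the cause stays open. With normexp there were 3010 lower calls, but it also added a constant of 50 to every scan, so that count cannot decide the question.

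With 3 scans against 3 there are 10 splits, too few for a share under 0.05. Between high and low PMT the real split gave 10238 probes and was 1 of 10 to give as many, and the highest other gave 6901. For high against medium PMT the real split gave 0, as few as any of 10, and the highest other gave 7529. In both, that split set both scans of hybridization 1 and the lower setting of hybridization 2 against the rest, which points to a structure by hybridization. Among splits that part all 3 pairs, the real one was the only split with calls between high and low PMT. For medium against low PMT, and for departures between high and low PMT, all 10 splits gave 0 (1520 and 349 probes at an unadjusted p under 0.05 in the real split, limma).

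The bootstrap rule of the study was also run on groups of 16 consecutive IDs, although the true paths are unknown, so the counts are not those of the study. At a probability of 0.65 in all 3 medium PMT hybridizations, with groups of more than 3 ends set aside, 16 starting points gave 953 to 1026 probes and 20 random groupings gave 1027 to 1076. At 0.58 the counts were 1171 to 1309 for consecutive and 1507 to 1568 for random groups. At 0.75 they were 287 to 330 for consecutive and 553 to 598 for random groups.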
